A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic regulation of white adipose tissue plasticity and energy metabolism by nucleosome binding HMGN proteins" (2022).

How the data were processed

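ATAC-seq, which uses the transposase Tn5 to insert sequencing adapters into open chromatin, was carried out on undifferentiated preadipocytes (day 0) isolated from the inguinal white adipose tissue of mice. The libraries came from 3 wild type (WT) cultures and 3 cultures of double knockout cells (DKO), which lack both Hmgn1 and Hmgn2. Groups and replicate numbers were taken from the sample titles. The labels give the strain as C57BL/6 for both genotypes. The study's reporting summary names the DKO mice as a B6.Cg line and the WT mice as C57BL/6.

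Per the study's methods and the names the authors gave the peak lists, paired-end reads were trimmed and aligned to the mouse genome (mm10, GRCm38) with Bowtie2. Duplicate reads and reads on the mitochondrial genome were removed, and the reads were reduced to Tn5 cut sites. The authors called peaks with MACS2 in each library separately at a p of 0.01. They then kept the 300000 peaks with the smallest p and removed peaks in blacklisted regions. The study gives default settings for MACS2, which differs from the p of 0.01 in the names of the lists, and the values in the lists were taken as they are. The MACS2 version and the blacklist were not stated. Each line of a list is a summit, so a wide interval can hold several lines. The deposited fold enrichment at a summit is the ratio of the pileup of cut sites there to the local background of the same library. The deposited p and q are given as −log10 values and have not been corrected for depth. A fold enrichment is therefore the value of the authors' peak caller for that peak, and was used to describe, rank and filter peaks within its own list, apart from the exceptions given next. In the main fit of windows, quantile normalization (below) carried only ranks within each list into the comparison between libraries. The comparison of median fold enrichment, its use as a covariate and the fits with other scalings did use the values themselves.

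The lists were checked before use. All 6 were sorted by p and held between 299433 and 299620 summits, so the limit of 300000 was reached in every library and the number of peaks could not be compared. It also made the lowest −log10 p in the list differ between libraries, from 3.54 in DKO replicate 3 to 5.63 in WT replicate 3. Fold enrichment and p were entered into the Poisson model of MACS2, in which fold enrichment is the pileup plus 1 over the background plus 1. The model returned whole-number pileups for 100% of the summits of every library. A solver test on 5000 simulated peaks recovered 100% of the pileups. The background value that occurred most often served as a measure of depth, as read totals were not analysed here. No peak ended beyond a chromosome of GRCm38.

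Windows of 501 bp were centred on summits, taking the best ranked summits first without regard to genotype and dropping windows that overlapped a better one. Windows were kept when at least 2 libraries had a summit with a q under 0.01 in them, on chromosomes 1 to 19 and X, which gave 179249 windows. The q filter was barely stricter than the lists themselves, as 4 of the libraries had no summit above that q. The value of a window in a library was the highest fold enrichment of its summits. A window without a listed summit was given the lowest fold enrichment of that list, so that a change to or from such a value measures the height of the peak above the end of the list and is no fold change of accessibility. A missing peak means that the region was under the limit of the list, not that it was closed.

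Log2 fold enrichment was quantile-normalized and compared between genotypes (DKO minus WT) with limma 3.58.1 in R 4.3.3, using lmFit and eBayes with a mean-variance trend, two-sided, with Benjamini-Hochberg adjustment over all windows and a threshold of 0.05. In 200 windows of simulated data changed by 2 log2 units, the fit over 179249 windows called 36% of the changed windows and 1 unchanged window. With a simulated change of 1 log2 unit it called 0 of 200, so many changes of that size can be missed, although the smallest change called in the data was 0.73. Over the 103986 windows with a peak in all 6 libraries, 84% of the windows changed by 2 units were called, with 4 unchanged windows. Of 200 windows changed by 1 unit, that fit also called 0. In the data, however, it called 910 windows with a median size of 0.87. The simulation was therefore stricter than the data and does not measure what that fit can detect.

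Windows were annotated with GENCODE M21 (basic set), which held 53843 genes and 75487 distinct transcription start sites (TSS). Motifs were searched on both strands in the central 201 bp of the windows, using 10 consensus sequences fixed in advance. AP-1 was TGASTCA and CTCF was CCASYAGRKGGC. Sets of windows were tested with limma camera at a preset correlation of 0.01, with fry and an estimated correlation beside it, and motifs were adjusted over the 10 tested. Window lists were compared by Fisher's exact test. Peak sets were compared by the Jaccard index of base pairs (bedtools 2.31.1) over the 50000 intervals with the smallest p of each library. Single values per library were compared by two-sided exact permutation over the 10 splits of 6 libraries into 3 and 3, for which the smallest possible p is 0.10. Other calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0.

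The main design, the alternatives and the rule for naming windows were fixed before the data were examined, except where a later choice is stated. Named were all windows overlapping Hmgn1, Hmgn2 or 1 kb upstream of them, and the promoter windows of Pparg and Ppara. From a fixed list of 23 genes, those past an adjusted p of 0.05 over the list alone were named. So were the 5 lowest and 5 highest windows by log2 change among those with an adjusted p under 0.05, no overlap between WT and DKO values, and a distance of over 5 Mb from Hmgn1 and Hmgn2. The promoter window of a gene was the window centred within 1 kb of its TSS with the highest mean log2 fold enrichment over the 6 libraries. The list included EAR2, taken as Nr2f6, of which it is a synonym. A separate mouse gene is also named Ear2 and was not analysed here. The alternatives were other scalings and measures of height, stricter window filters, wider windows, no trend, the replicate number as a block, other definitions of presence and overlap, other motif and promoter definitions, and leaving out each library in turn. Chromosome Y was left out of the windows, as each list had between 48 and 61 summits on it.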

Results

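To study the effect of HMGN loss on chromatin accessibility in white preadipocytes, ATAC-seq peak lists of 3 WT and 3 DKO cultures at day 0 were compared. Each list held close to 300000 summits, which merged into between 162877 and 185601 intervals covering between 51.2 and 58.6 Mb. The background level was 2.43, 2.51 and 2.41 cut sites in WT replicates 1 to 3 and 2.58, 2.53 and 2.05 in DKO replicates 1 to 3. DKO replicate 3 was thus the shallowest library, at 0.849 of the mean background level, and the others lay between 0.996 and 1.07. DKO replicate 3 also had the smallest share of summits with a q under 0.01 (90.3%). That share was 97.5% in WT replicate 2 and 100% in the remaining 4 libraries. The lowest summit pileup in the lists was 8 in DKO replicate 3, 12 in WT replicate 3 and 10 in the others, so a weak peak was not held to the same limit in all libraries. Of the 179249 windows, 103986 (58.0%) had a listed summit in all 6 libraries.

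The lists were first compared as wholes. Over the windows with a summit in all 6 libraries, median fold enrichment was 7.74 ± 1.26 in WT and 6.75 ± 0.42 in DKO (SD, n = 3 each). The difference of −0.991 was within the spread between WT libraries (exact permutation p = 0.30). It rested largely on WT replicate 3, whose median was 9.07, and was −0.329 without that library.

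Next, the overlap of the peak sets was examined. The 50000 best intervals of libraries of the same genotype had a mean Jaccard index of 0.685, and those of different genotypes 0.661. All 6 pairs within a genotype (0.679 to 0.698) lay above all 9 pairs between genotypes (0.645 to 0.672). The difference of 0.0237 was the largest of the 10 splits of the 6 libraries (exact permutation p = 0.10, the smallest this design allows). It ranged from 0.0198 to 0.0281 over the other definitions of the peak set or of overlap, and was largest with the 20000 best intervals. The separation of single pairs held in 1 of these 4 definitions only. With all listed intervals, for example, DKO replicates 1 and 3 had an index of 0.610, and WT replicate 3 and DKO replicate 2 had 0.642.

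Windows with a peak in every library of 1 genotype and in no library of the other were then counted. A total of 2204 windows had a summit in all 3 WT and no DKO library, and 2040 had a summit in all 3 DKO and no WT library. The sum of 4244 exceeded that of any other split of the 6 libraries into 3 and 3, of which the largest reached 1711. With presence limited to the 50000 best peaks of each library the counts were 567 and 394. The ratio of the counts of WT-only to DKO-only windows was 1.08 with all libraries and 0.981 without DKO replicate 3, so the data gave no direction that held for every set of libraries.

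**Figure D1:**
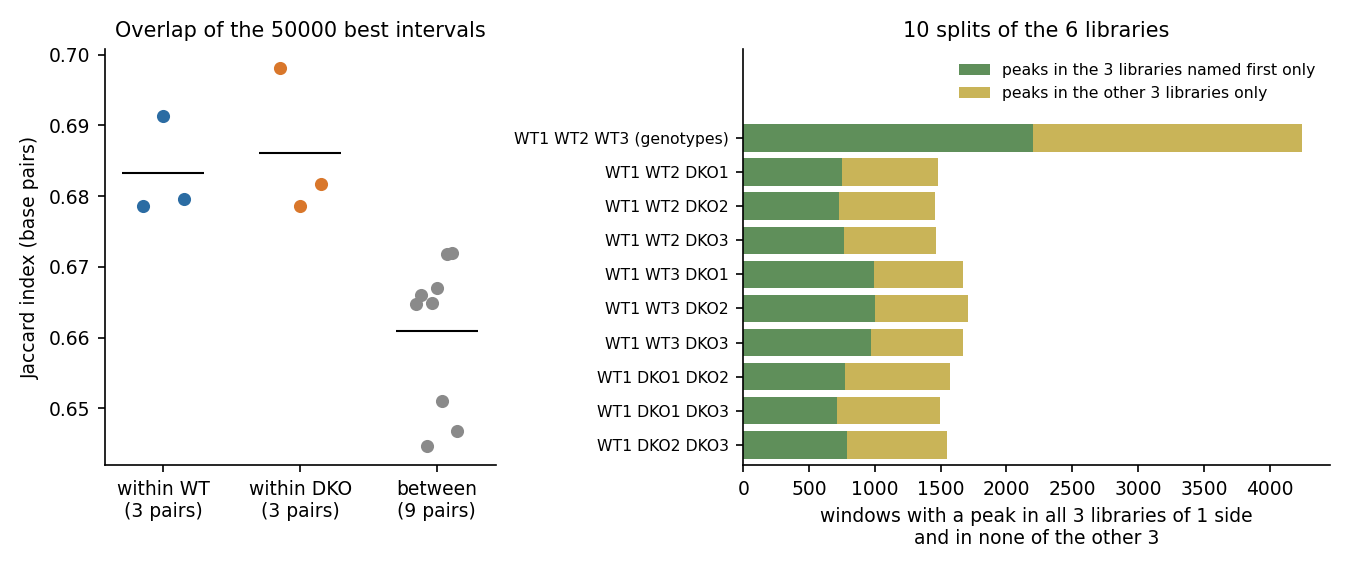
Left, Jaccard index of base pairs between the 50000 best intervals of each pair of libraries, with a point per pair and a line at the mean of each kind of pair. Right, windows with a summit in all 3 libraries of 1 side and none of the other, for the 10 splits of the 6 libraries. The split into genotypes gave 4244 windows and the next largest split 1711.

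The targeted genes were examined as a check of the labels. Hmgn2 (chromosome 4, 133964738 to 133968650, mm10, minus strand) had 2 windows. The window at 133967752 to 133968252, centred 1 bp from an annotated TSS, had summit pileups of 42, 39 and 52 in WT replicates 1 to 3 and no listed summit in any DKO library (limma adjusted p = 0.0312). The window at 133966967 to 133967467 likewise had pileups of 41, 31 and 44 in WT and none listed in DKO (limma adjusted p = 0.0659). These pileups were well above the lowest listed pileup of every DKO library, which was 8 to 10. Without a listed summit all DKO values were the same, so both adjusted p values may be too small. Hmgn1 (chromosome 16, 96120618 to 96127729, minus strand) kept its promoter peak. The window at 96127845 to 96128345, upstream of the gene, had a fold enrichment of 12.6, 13.9 and 20.1 in WT and of 14.9, 16.3 and 14.4 in DKO. Its log2 change was 0.14 ± 0.13 (SE, limma adjusted p = 0.706). A weaker intronic window at 96126623 to 96127123 had a summit in 3 WT and 2 DKO libraries, with a log2 change of −0.40 ± 0.42 (SE, limma adjusted p = 0.736). The lists thus separated the genotypes at Hmgn2 in all 6 libraries but did not separate them at the Hmgn1 promoter.

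Differences in single windows were tested next. Of 179249 windows, 65 were lower and 42 higher in DKO at an adjusted p under 0.05 (limma), and 21131 had an unadjusted p under 0.05. None of the other 9 splits of the libraries called more than 1 window. In all 107 called windows the WT and DKO values did not overlap, as was the case in 16.4% of all windows where chance gives 10%. In 44 of them at least 1 genotype had no listed summit in any library. All libraries of that genotype then held the same value, so the spread came from the other genotype alone. The p values of such windows may thus be too small. The count depended on the window filter and the variance model. Restricting the fit to windows with a summit in all 6 libraries gave 614 lower and 296 higher windows. Those 910 included all 61 of the 107 windows that passed that filter, and no other split called more than 3. Without the trend in eBayes, 2089 windows were lower and 2047 higher. Removing any library left at most 1 lower and 6 higher windows. The median size of the log2 change was 1.64 among the 107 and 0.87 among the 910.

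The 5 lowest windows had a summit in all 3 WT libraries and in no DKO library. The lowest, on chromosome 7 at 18803363 to 18803863, was intergenic and had pileups of 79, 61 and 87 in WT (limma adjusted p = 0.00126). The others lay in introns of C530008M17Rik (chromosome 5, 76836932 to 76837432) and Tlr6 (chromosome 5, 64959829 to 64960329), and between genes on chromosome 1 (16007846 to 16008346) and chromosome 17 (36131787 to 36132287). Their WT pileups ranged from 35 to 90. The Tlr6 window was centred 32 bp from an annotated TSS of that gene. The 5 highest windows had a summit in all 3 DKO libraries and in no WT library. The highest, in an intron of Fry (chromosome 5, 150406732 to 150407232), had pileups of 58, 76 and 58 in DKO (limma adjusted p = 0.00149). The rest were in an intron of Slco5a1 (chromosome 1, 12933634 to 12934134), in a UTR of Ankrd66 (chromosome 17, 43534659 to 43535159), and between genes on chromosome 18 (11551893 to 11552393) and chromosome 7 (18403925 to 18404425). The DKO pileups of the 5 highest windows ranged from 35 to 76. The Ankrd66 window held an AP-1 site at 43534846 to 43534852, within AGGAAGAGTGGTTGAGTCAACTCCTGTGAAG. All 10 windows lost significance in at least 4 of the 6 fits that left out a library, while keeping their direction. Of the 10, both windows on chromosome 7 and the window on chromosome 18 lay in stretches where called windows clustered (below). So did those in Tlr6, Ankrd66 and Slco5a1. A difference confined to such stretches, such as DNA of another strain, is not excluded as the cause there. As DKO or WT values lay at the end of the list, no fold change is given. For the same reason 1 genotype had no spread in each of the 10 windows, and their adjusted p may be too small.

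The study compared accessibility of Pparg and Ppara, which encode nuclear receptors that promote browning. The Ppara window at chromosome 15, 85735106 to 85735606, 208 bp from a TSS and in an intron, had a fold enrichment of 16.5, 13.5 and 17.7 in WT and of 10.4, 11.4 and 10.6 in DKO. Its log2 change was −0.39 ± 0.10 (SE), lower in all 3 DKO libraries, with a limma adjusted p of 0.0231 over the fixed list alone and of 0.171 over all windows. The Pparg window at chromosome 6, 115421531 to 115422031, 285 bp from a TSS and also intronic, was weak. It had pileups of 13 and 20 in WT replicates 2 and 3, no listed summit in WT replicate 1, and pileups of 11, 15 and 11 in DKO. Its log2 change was 0.36 ± 0.44 (SE, limma adjusted p over all windows = 0.775). The change became −0.17 without WT replicate 1, so no difference was detectable at the depth of these lists.

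Of the 23 genes in the fixed list, 20 had a promoter window, and Ucp1, Ppargc1a and Ide had none. Adjusted over the list alone, 4 genes passed an adjusted p of 0.05, and 1 of them (Galnt9) also passed over all windows. Across the list 7 log2 changes were negative and 13 positive. Without the eBayes trend 1 gene passed over the list alone. The Galnt9 window (chromosome 5, 110604267 to 110604767, intronic, 995 bp from an annotated TSS) had a fold enrichment of 14.3, 11.1 and 17.3 in WT and of 4.60, 5.37 and 5.26 in DKO. Its log2 change was −1.30 ± 0.15 (SE, limma adjusted p = 0.0163). Over all windows it no longer passed without scaling (limma adjusted p = 0.0720) or with the replicate number as a block. Nor did it pass in any fit that left out a library, where its change ranged from −1.38 to −1.22. The window held the AP-1 site TGAGTCA at 110604475 to 110604481, within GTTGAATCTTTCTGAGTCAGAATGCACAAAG. The window near the TSS of Pnp2 (chromosome 14, 50955484 to 50955984) had a log2 change of −0.48 ± 0.13 (SE, limma adjusted p over the list alone = 0.0231). With the summit pileup in place of fold enrichment its change was −1.26, which also passed over all windows (limma adjusted p = 0.0313). The window overlapped the neighbouring gene Pnp, a close relative of Pnp2, and reads shared between them could not be told apart here. The Jun window (chromosome 4, 95051952 to 95052452, in a UTR) was higher in DKO by 0.45 ± 0.14 (SE, limma adjusted p over the list alone = 0.0452). With the summit pileup in place of fold enrichment its change was 0.084. The promoter windows of Fosl2, Fosl1, Fos and Junb were not past the threshold.

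**Figure D2:**
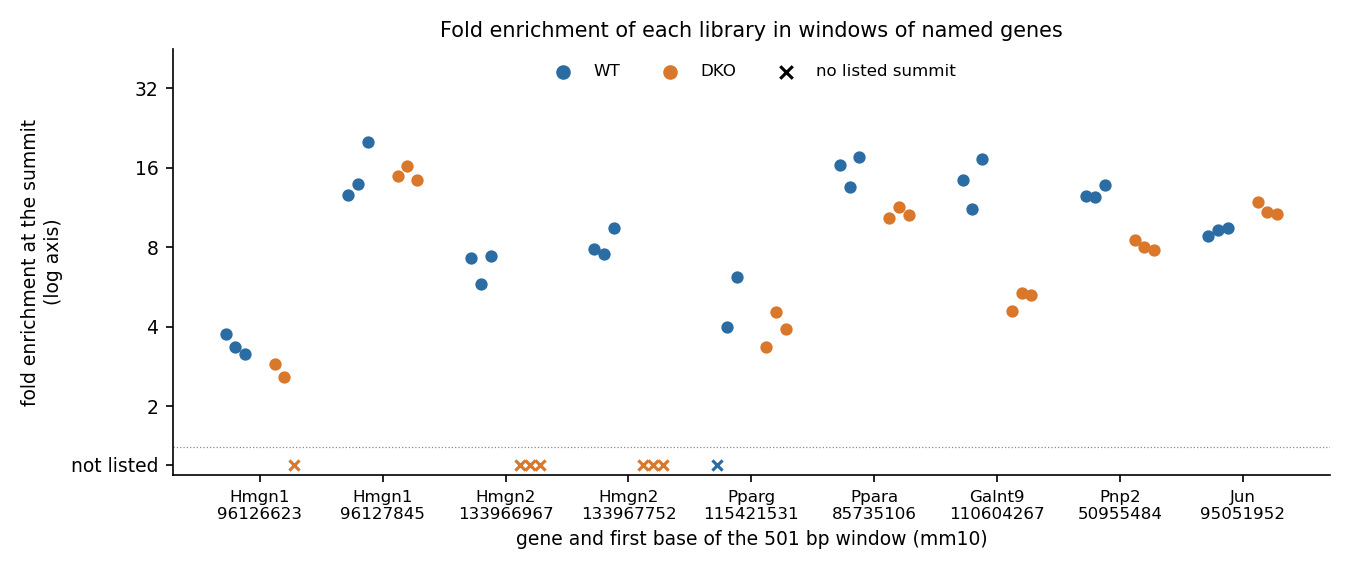
Fold enrichment at the summit (log axis) of each WT and DKO library in the windows of the targeted genes, Pparg, Ppara and the other genes past the threshold over the fixed list alone. Crosses mark libraries without a listed summit, and gene names are followed by the first base of the window. No DKO library had a summit in the Hmgn2 windows, and the 3 DKO libraries lay below the 3 WT libraries at Ppara, Galnt9 and Pnp2.

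To ask whether sites of AP-1 transcription factors lost accessibility, windows with the motif were compared with the rest. The 42278 windows with an AP-1 motif did not differ from other windows as a set. The difference between their median log2 changes was −0.0033 (limma camera adjusted p over 10 motifs = 0.895), and neither fry (adjusted p = 0.611) nor an estimated correlation (adjusted p = 0.437) called it. The difference was 0.018 among windows farther than 1 kb from a TSS. In simulated data a shift of the AP-1 windows by −0.2 was called by camera and estimated as −0.19. Among called windows the motif was found in 33.8% of the 65 lower and 31.0% of the 42 higher windows, against 23.6% of all windows (Fisher's exact p for lower = 0.0574, adjusted over 10 motifs 0.574). Among the 614 windows called lower in the fit of windows with a summit in all 6 libraries the share was 38.1%, against 25.5% of the rest (Fisher's exact p = 6.49e-12, adjusted 6.49e-11). The share among the 296 higher windows was 23.6%. Windows of that fit are neighbours in some cases and are not fully independent.

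Of the other 9 motifs, CTCF and SP/KLF passed the threshold under camera. The 5501 windows with a CTCF motif were lower in DKO by a median difference of −0.10 (adjusted p = 0.00513), which also held under fry (adjusted p = 0.00973) and with an estimated correlation (adjusted p = 0.0173). The median position of CTCF windows relative to the rest was 0.48 in each of the 3 WT libraries and 0.43, 0.42 and 0.36 in DKO replicates 1 to 3. The 3662 windows with an SP/KLF motif were higher by 0.083 (camera adjusted p = 0.00513). This was not called by fry (adjusted p = 0.0832) or with an estimated correlation (adjusted p = 0.265). The 4750 windows with a CEBP motif were lower by a median of −0.080, which camera did not call (adjusted p = 0.0637) but fry (adjusted p = 0.00244) and an estimated correlation (adjusted p = 0.0112) did. TEAD windows (12992) differed by −0.019, called by fry (adjusted p = 0.0285) and an estimated correlation (adjusted p = 0.0306) but not by camera (adjusted p = 0.630).

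Promoter-proximal windows were also compared. The 30377 windows within 1 kb of a TSS had higher values in DKO, relative to the rest, by a median difference of 0.093. This difference was the largest of the 10 splits of the libraries (exact permutation p = 0.10, the smallest this design allows). The margin was small, as the split of WT replicates 1 and 3 with DKO replicate 2 against the rest gave 0.081. Camera at the preset correlation called the difference at 0.05, and neither fry nor camera with an estimated correlation did. Among called windows 9.23% of the lower and 14.3% of the higher windows were promoter-proximal, against 16.9% of all windows. In the fit of windows with a summit in all 6 libraries the shares were 6.68% of the 614 lower windows (Fisher's exact p = 3.13e-23) and 33.1% of the 296 higher windows (Fisher's exact p = 2.23e-06), against 21.3% of all windows of that fit.

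**Figure D3:**
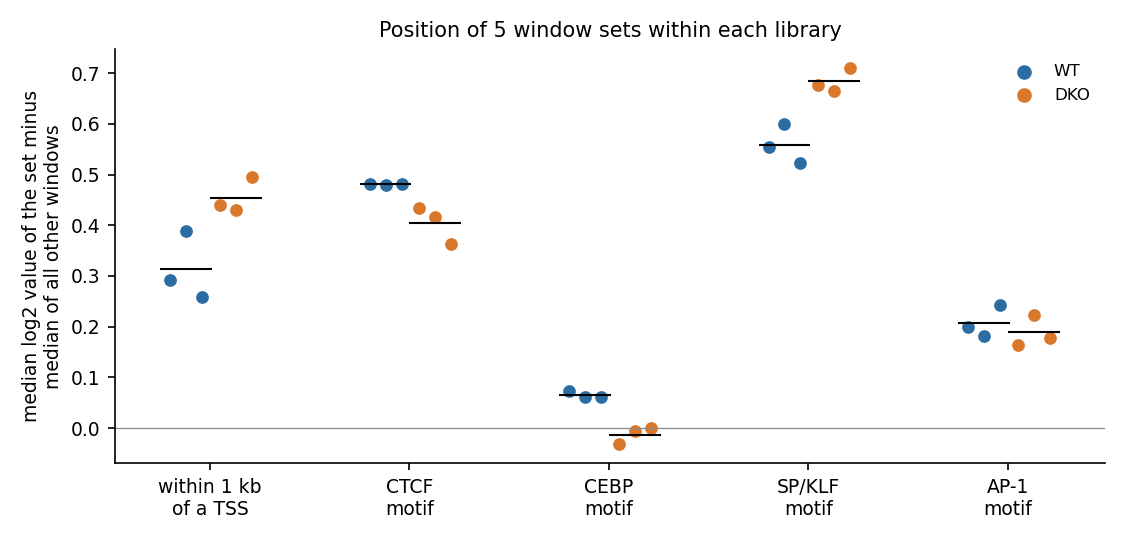
Median quantile-normalized log2 fold enrichment of 5 sets of windows minus that of all other windows, with a point per library and a line at the mean of each genotype. WT and DKO libraries did not overlap for the promoter-proximal, CTCF, CEBP and SP/KLF sets, and overlapped for AP-1.

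Finally, the regions around the targeted genes were compared with the rest of the genome. Within 5 Mb of Hmgn1 or Hmgn2, with the genes left out, 2 of 2222 windows were called (0.0900%), both near Hmgn1. Of 1000 random 10 Mb stretches, 21.4% had a share as high (permutation p = 0.215).

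**Figure D4:**
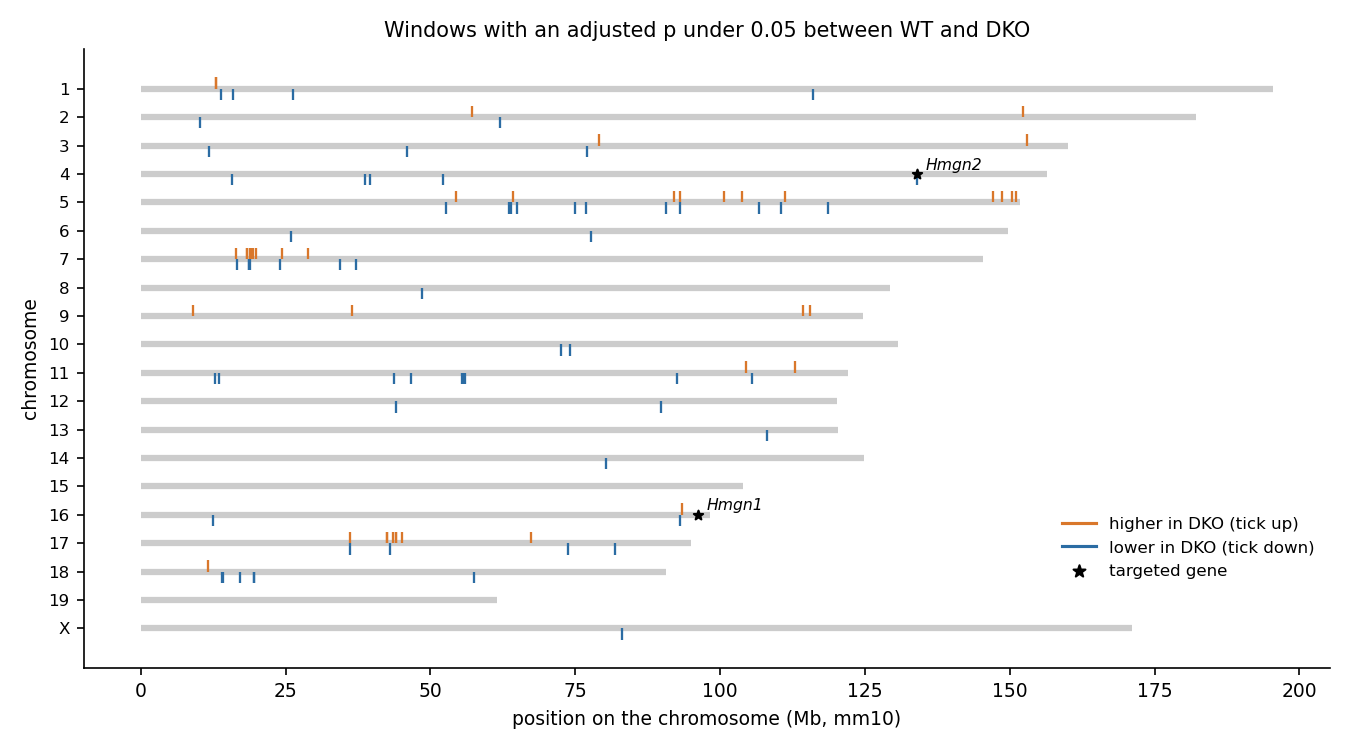
Position in Mb (mm10) of the 107 windows with an adjusted p under 0.05. Ticks point up for windows higher in DKO and down for windows lower in DKO, and stars mark Hmgn1 and Hmgn2. The called windows lay in groups on chromosomes 5, 7, 11, 17 and 18, among others.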

Values the study reported

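The study reported that 7 of the 15 top motifs at sites with reduced ATAC sensitivity in DKO preadipocytes were binding sites of the AP-1 group.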

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

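Pileup over the background level was chosen as a measure after seeing that the pileups were whole numbers, and the counts of CTCF motif windows with peaks in 1 genotype, with all their alternatives, after seeing the motif shares. All other alternatives were fixed in advance. Of 525 alternative values for 34 results, 358 kept their direction and side of the threshold or stayed within the spread.

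The overlap difference was the largest of the 10 splits under every other definition of the peak set or of overlap (exact permutation p = 0.10 in each). It ranged from 0.0192 to 0.0264 across the 6 sets that each left out a library. Library-level enrichment ranged from −1.59 to −0.329 across those sets. It was −5.55 on the −log10 p scale, where the unit differs. The count of WT-only windows was 567 and that of DKO-only windows 394 among the 50000 best peaks, where fewer peaks enter by construction. With an interval required to cover 0.5 of the window, 950 windows were DKO-only. Leaving out a library, which leaves fewer libraries to meet the condition, gave from 3867 to 4390 WT-only and from 3217 to 3955 DKO-only windows.

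The number of called windows moved most. The main counts were 65 lower and 42 higher. Median centring gave 157 and 87, no scaling gave 14 and 12, the 50000 best peaks gave 256 and 84, a summit in all 6 libraries gave 614 and 296, and eBayes without trend gave 2089 and 2047. The summit pileup in place of fold enrichment gave 39 lower windows. Without scaling the median change of all windows was −0.14, and with the pileup over the background level it was −0.22, so the direction of a change is relative to each scaling. The latter was fitted only to the 103986 windows with a summit in all 6 libraries, and called 249 lower and 35 higher. Fold enrichment gave 614 and 296 over those windows. Leaving out a library gave from 0 to 1 lower and from 0 to 6 higher windows, with between 17855 and 21556 windows at an unadjusted p under 0.05. Those fits have fewer libraries, and the loss of calls is in part due to that construction. For the other counts the cause was not tested.

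With the replicate number as a block, 0 windows were lower and 0 higher, with 18196 at an unadjusted p under 0.05. The Hmgn2 window nearest the TSS then had a change of −2.33 (adjusted p = 0.339), and 1 gene of the fixed list passed. Libraries with the same number did not deviate together from their group means (r = 0.0054, −0.011 and −0.0071 across windows), so the numbers did not pair the samples.

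The Hmgn2 window nearest the TSS was −2.42 without scaling (adjusted p = 0.0511) and from −2.37 to −2.29 across the fits that left out a library. None of those fits called it (limma adjusted p from 0.199 to 0.273). The second Hmgn2 window passed the threshold under median centring (−1.98) and without trend (−2.05), against an adjusted p of 0.0659 in the main design. The Hmgn1 promoter window was −0.0054 without scaling, where all windows shifted by a median of −0.14, and from −0.0059 to 0.24 when a library was left out. The Pparg window ranged from −0.17 to 0.65, with the negative value arising without WT replicate 1. The Jun window was −0.0076 with the pileup over the background level, where all windows of that fit shifted by a median of −0.22, so it stayed above most of them. The Pnp2 window passed over all windows of the fit with −log10 p (−1.41, adjusted p = 0.0179), the summit pileup (−1.26) and the pileup over the background level (−1.47). The number of fixed-list genes past the threshold was 4, fell to 2 with −log10 p, 2 with the summit pileup, 1 without trend and 2 with the pileup over the background level, and ranged from 1 to 3 across the fits that left out a library.

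The AP-1 difference changed sign with the motif searched in the whole window (0.0018), away from TSS (0.018) and in wider windows (0.0023), and ranged from −0.015 to 0.0094 when a library was left out. None of these passed the threshold. The promoter difference of 0.093 was the same under fry and an estimated correlation, which changed only its p, and passed under camera in all other alternatives. The share of windows called in the flanks of Hmgn1 and Hmgn2 ranged from 0 to 0.0450% across the fits that left out a library. In the fit without WT replicate 2 the share, from 1 call, was reached by 2.3% of the random stretches (permutation p = 0.024). The share passed under no other alternative. Among the other 18 results, 189 of 285 alternative values were unchanged, 73 no longer passed or fell, 22 newly passed or rose, and 1 reversed. For these the cause was not tested.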

Other observations

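Chosen after the results were seen were all tests of clustering, the strain test included, the counts of splits for called windows, motif sets, promoters and the AP-1 share, and the CTCF presence counts with their test. The tests with the enrichment covariate were chosen before, on the size of the difference alone, and the camera p, adjusted over the motifs, was added to their verdict after the values were seen. The test of windows near the targeted genes that were not called was chosen after the called windows there had been counted. The test for DNA copies was first made on fold enrichment and moved to pileups after those values were seen. The 5 Mb stretch and the minimum of 3 called windows were also chosen after the positions were seen.

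The split into genotypes gave the largest result in most comparisons, and 1 of 10 splits is the smallest share this design allows, so the share alone does not exclude chance. The margin was wide for counts of windows, with 107 called windows against at most 1 in the other splits, 910 against at most 3 and 4244 windows with peaks in 1 side only against at most 1711. Of the 10 splits of the 6 libraries, 1 gave as many called windows as the genotypes, both over all windows and over windows with a summit in all 6 libraries, and 1 gave as many windows with peaks in 1 side only. Likewise 1 of 10 splits gave an overlap difference as large. For the AP-1 difference, 9 of the 10 splits gave a value as large. The 2 tests written in advance for lower AP-1 windows were not carried out as such, since that pattern was not seen. Relative to windows matched on GC content and mean fold enrichment, AP-1 windows were higher by 0.025, outside all 1000 draws. Here and below, such draws resample windows of the same 6 libraries. They do not measure the spread between cultures, so a value outside them can still arise from that spread.

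The 107 called windows lay close together. Of these, 39 (36.4%) were in 8 stretches of 5 Mb that held 3 or more of them, and that had 1.55% of all windows. In 1000 random draws of 107 windows at most 13 lay in such stretches, which argues against the density of windows as the cause. The 107 windows with the smallest p of any other split put at most 6 in such stretches, and 1 of the 10 splits, that of the genotypes, gave as many as 39. The densest stretch, chromosome 7 from 15 to 20 Mb, had 11 called windows, 4 lower and 7 higher. In the fit of windows with a summit in all 6 libraries, 499 of 910 called windows lay in stretches with 3 or more, and the other splits put from 504 to 592 there. At that length most of any list lies in such stretches, so the longer list neither supports nor excludes clustering. In the shorter list the next stretch, chromosome 17 from 40 to 45 Mb, had 6, and 6 of the 8 stretches held windows called in both directions. A gain or loss of DNA copies would shift all windows of a stretch together. Pileups over the background level were compared in windows with a summit in all 6 libraries only. Their median change in these stretches differed from that of all such windows by at most 0.068 in size. The median log2 change of fold enrichment over all windows of a stretch was at most 0.33 in size. That value was negative and belonged to chromosome 18 from 15 to 20 Mb, where 45 of 110 windows had a summit in all 6 libraries. Copy changes of whole stretches are thus not seen in the pileups, which leave out windows without a peak in some library. Among windows of the stretches that were not called, 18.6% had an unadjusted p under 0.05, against 11.6% elsewhere and at most 16.3% in 1000 draws of 8 random stretches. They went both ways, with 274 lower and 237 higher. Windows with peaks in 1 genotype only were 4.42% of the windows there and 2.34% elsewhere, and part of this excess had been seen before the strain test was written. A candidate explanation is DNA of another strain in the stretches of 1 genotype, which may remain from the making of the knockouts. The labels name C57BL/6 for both genotypes, whereas the study lists the DKO mice under a B6.Cg strain name. The labels thus do not count against this explanation. Any other difference confined to these regions predicts the same, and sequence variants were not analysed here, so this stays a hypothesis. For the targeted genes the called windows decide little. Within 5 Mb of them 0.0900% of windows were called, among the shares of random stretches, most of which held none. The calls were 2 of 806 windows near Hmgn1 and 0 of 1416 near Hmgn2. Among windows there that were not called, 13.2% near Hmgn1 and 9.96% near Hmgn2 had an unadjusted p under 0.05, against a median of 11.8% and a 95th percentile of 19.3% in random 10 Mb stretches. Flanking DNA of another strain thus left no excess near Hmgn2, and stays open near Hmgn1.

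Windows with a CTCF motif may differ between the genotypes. Of the 2204 windows with peaks in WT only, 50 held the motif (2.27%), against 3 of the 2040 with peaks in DKO only (0.147%) and 3.07% of all windows. The counts were 59 and 3 with a q under 0.01, and 16 and 6 among the 50000 best peaks. Leaving out a library, which eases the condition, gave from 80 to 101 WT-only and from 7 to 16 DKO-only windows with the motif. Across the 10 splits of the libraries the difference between the counts of the sides was 47 for the genotypes and at most 20 otherwise, so 1 split gave as much. This did not hold with an interval required to cover 0.5 of the window, where the genotypes gave 43 and 9, a difference of 34, and another split gave 38. The median difference of −0.10 over all CTCF windows was the largest of the 10 splits too (1 of 10). It was −0.082 with the median fold enrichment of each library as a covariate, no longer called by camera (adjusted p over 10 motifs = 0.124). From windows matched on GC content and mean fold enrichment it was −0.10, outside all 1000 draws, which do not measure the spread between cultures. GC content and window strength are thus not the whole of it, while the part due to enrichment cannot be told apart from genotype with 6 libraries. With the pileup over the background level the difference was −0.067 (limma camera adjusted p = 0.104). Nor was the motif frequent among windows called lower with a summit in all 6 libraries, at 2.44% against 3.96% of the rest. CEBP windows were lower too, with 1 of 10 splits giving a difference as large, −0.090 with the covariate (camera adjusted p = 0.124) and −0.048 from matched windows, outside all 1000 draws. Unlike CTCF, they passed with the pileup over the background level (−0.073, limma camera adjusted p = 0.0461). In the main design and in each fit that left out a library, however, camera called CTCF windows and not CEBP windows. Of the 614 windows called lower with a summit in all 6 libraries, 4.23% held the CEBP motif, against 2.62% of the rest (Fisher's exact adjusted p = 0.0483). The motif of RUNX, another of the 10, had the same adjusted p there (21.8% against 18.2%). RUNX windows as a set differed by −0.0041 (camera adjusted p = 0.939). A lower occupancy of CTCF and CEBP sites in DKO and a technical difference such as fragment length both remain open, as neither was tested.

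The promoter and SP/KLF differences have a simpler candidate explanation. From windows matched on GC content and mean fold enrichment, promoter windows differed by 0.016 in place of 0.093, and SP/KLF windows by −0.015 in place of 0.083. The SP/KLF median lay within the 1000 matched draws, while the promoter median of 0.085 lay outside theirs (0.063 to 0.074). GC content or the strength of the windows may therefore account for the SP/KLF difference and for most of the promoter difference, and a small part of the latter remained. Library enrichment as a covariate left 0.057 for promoters, no longer called by camera at 0.05, and 0.060 for SP/KLF windows, no longer called either (camera adjusted p over 10 motifs = 0.124). For both sets, the part due to enrichment cannot be told apart from genotype, since median fold enrichment was on average lower in DKO as well. In both sets 1 of the 10 splits of the libraries gave a difference as large. The margins were small, as splits that mixed the genotypes reached 0.081 for promoters and 0.077 for SP/KLF windows.

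The AP-1 motif was more frequent among windows called lower in the fit of windows with a summit in all 6 libraries, although AP-1 windows as a set were not lower in DKO than other windows beyond a difference of −0.0033. The share of 38.1% was reached on a side of 1 of the 10 splits, the real one. Windows matched on GC content, strength and distance to a TSS held the motif in a median of 33.4% (95% of draws 29.6 to 37.1%), and the highest of 1000 draws was 40.7%, with 13 draws as high as the called windows. Among the 65 lower windows of the longer list of windows tested, the share was 33.8% against a matched median of 30.8%, with 358 of 1000 draws as high, and 4 of the 10 splits had a side as high. The matching test was thus made on the list that showed the excess. Much of the excess over the 25.5% of other windows may thus come from the kind of window that is called, and whether a part belongs to AP-1 sites cannot be told apart at this number of libraries.

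More windows had peaks in WT only than in DKO only, at a ratio of 1.08. The ratio was 0.981 without DKO replicate 3, the shallowest library. Under the other definitions of presence or windows, with all libraries, the ratio was above 1 as well, and was largest (1.81) with an interval required to cover 0.5 of the window. The excess in WT may come from the shallow library, which was left out only under the main definition, and no loss of peaks in DKO as a whole is shown.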
